# Ovary Transcriptome Profiling via Artificial Intelligence Reveals a Transcriptomic Fingerprint Predicting Egg Quality in Striped Bass, *Morone saxatilis*

**DOI:** 10.1371/journal.pone.0096818

**Published:** 2014-05-12

**Authors:** Robert W. Chapman, Benjamin J. Reading, Craig V. Sullivan

## Abstract

Inherited gene transcripts deposited in oocytes direct early embryonic development in all vertebrates, but transcript profiles indicative of embryo developmental competence have not previously been identified. We employed artificial intelligence to model profiles of maternal ovary gene expression and their relationship to egg quality, evaluated as production of viable mid-blastula stage embryos, in the striped bass (*Morone saxatilis*), a farmed species with serious egg quality problems. In models developed using artificial neural networks (ANNs) and supervised machine learning, collective changes in the expression of a limited suite of genes (233) representing <2% of the queried ovary transcriptome explained >90% of the eventual variance in embryo survival. Egg quality related to minor changes in gene expression (<0.2-fold), with most individual transcripts making a small contribution (<1%) to the overall prediction of egg quality. These findings indicate that the predictive power of the transcriptome as regards egg quality resides not in levels of individual genes, but rather in the collective, coordinated expression of a suite of transcripts constituting a transcriptomic “fingerprint”. Correlation analyses of the corresponding candidate genes indicated that dysfunction of the ubiquitin-26S proteasome, COP9 signalosome, and subsequent control of the cell cycle engenders embryonic developmental incompetence. The affected gene networks are centrally involved in regulation of early development in all vertebrates, including humans. By assessing collective levels of the relevant ovarian transcripts via ANNs we were able, for the first time in any vertebrate, to accurately predict the subsequent embryo developmental potential of eggs from individual females. Our results show that the transcriptomic fingerprint evidencing developmental dysfunction is highly predictive of, and therefore likely to regulate, egg quality, a biologically complex trait crucial to reproductive fitness.

## Introduction

Reproductive fitness is a key issue in evolutionary biology and one of the limiting components of reproduction is the formation of viable gametes. In wild and domestic animals, egg quality is affected by many factors and can be highly variable, with production of inviable eggs being common in many species, including humans. Thus, poor egg quality, defined as the inability of developmentally incompetent eggs to produce viable embryos, is a serious problem faced in agriculture and human reproductive medicine that has persisted despite decades of attention.

The earliest stages of vertebrate embryo development are characterized by rapid, synchronous cell divisions subdividing the zygote into a large population of blastomeres termed a ‘blastula’. During this time, the developmental competency and viability of the nascent embryo is governed by crucial maternal RNAs that are deposited in growing oocytes to direct early embryogenesis. Zygotic transcription is initiated later, with the timing of the maternal-to-zygotic transition of transcription (MZT) dependent on the taxa [1]. In fish and other less derived vertebrates, the MZT involves a ‘midblastula transition’ (MBT) to longer, asynchronous, cell cycles that is accompanied by the activation of embryonic transcription [2]–[4].

The total dependency of early vertebrate embryogenesis on maternal mRNAs has prompted investigations of the role(s) of the inherited transcriptome in determination of egg quality with regard to embryo developmental potential. Assessments of human oocyte transcriptomes and their relation to egg quality are at an early stage of understanding and there is still not enough data on gene expression patterns in oocytes and blastomeres to distinguish high and low quality embryos, although considerable progress along these lines is being made in both human and mammalian animal models [5].

Amongst lower vertebrates, the transcriptomics of egg quality has been most extensively studied in fishes [6]–[8]. This focus arises from the fact that poor egg quality is a major limiting factor for development of global finfish aquaculture [9]–[11], and it is also due to the emergence of the zebrafish (*Danio rerio*) as a model for reproductive transcriptomics [12]–[14].

The persistence of some maternal mRNAs, and the transition from maternal to zygotic transcriptome, extend well past MBT in zebrafish, with specific functional subsets of transcripts showing fast, intermediate or slow degradation during early development [13], [15]. Although there are many exceptions, most maternal gene transcripts persisting until MBT are involved in the cell cycle and its regulation, mitosis, and nucleoskeletal changes during cell division (i.e. in predominant cytological events occurring during this time). Likewise, the oocyte-specific module of transcripts present during human and mouse early pre-implantation development up until MZT is mainly involved with these same cytological processes [16].

Transcriptomic profiling of the developmental potential of mammalian oocytes/embryos has heretofore been limited by the scant material available to assess RNA levels, and most studies have focused on transcripts present in cumulus or granulosa cells isolated along with oocytes. Therefore, information on what constitutes the transcriptome of a ‘high quality’ oocyte or embryo is presently lacking. The advent of ‘single-cell transcriptomics’ applied to individual oocytes [16], blastomeres [17], or polar bodies [18] may eventually remedy this deficiency.

Molecular studies of fishes, especially rainbow trout (*Onchorynchus mykiss*), have identified scores of maternal mRNAs that are correlated with egg quality or that significantly differ in expression between eggs of varying quality [8], [19], and levels of several transcripts were shown to be responsive to maternal treatments that alter egg quality, such as hormone-induced or photoperiod-advanced spawning, or postovulatory ageing of the eggs [20]–[22]. As examples, these transcripts encode regulators or participants in cell cycling (cyclins, nucleoplasmin), proliferation, growth and apoptosis (insulin-like growth factors and their receptor, prohibitin) and cytoskelton (tubulin beta, keratins 8 and 18). However, a comprehensive picture of the transcriptome of a developmentally competent fish oocyte or egg remains to be developed [23].

The present study was undertaken to identify critical component(s) of the ovary transcriptome that underpin egg quality in farmed striped bass (*Morone saxatilis*), a species with significant egg quality problems [24]. The study focused on females whose oocytes and eggs all appear to develop normally but whose spawns differ widely in rates of successful embryo development. We employed artificial neural networks and supervised machine learning [25]–[26] to discover the minimum constellation of transcripts whose collective expression best predicts egg quality, followed by modulated modularity clustering to visualize the component modules of co-expressed genes [27], and pathway analyses to identify gene networks within modules. This novel approach allowed us to identify, for the first time in any vertebrate, a transcriptomic “fingerprint” evidencing specific molecular dysfunctions that is highly predictive of, and therefore likely to determine, egg quality.

## Materials and Methods

### Ethics Statement

This study was carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The animal use protocol was approved by the Institutional Animal Care and Use Committee of North Carolina State University (Protocol number 10-042-A). No animals were sacrificed in the course of this research, all invasive procedures (e.g. ovarian biopsy) were performed under tricaine methanesulfonate (MS222) anesthesia, and all efforts were made to minimize suffering.

### Experimental Animals, Tissue Sampling, and Spawning Procedures

Four-year-old adult female striped bass (*Morone saxatilis*) from the founder stocks of the National Program for Genetic Improvement and Selective Breeding for the Hybrid Striped Bass Industry (National Breeding Program) held at the NCSU Pamlico Aquaculture Field Laboratory (Aurora, NC) were subjected to ovarian biopsy antecedent to the spawning season in April-May, 2010, and were tagged with passive integrating transponders (PIT; Destron, IDI). Biopsy samples were aspirated into a plastic cannula inserted through the urogenital pore [28] and expelled into cryovials containing RNA*later* (Ambion), held at 4°C overnight, and then decanted and stored frozen at −20°C until being extracted of RNA for microarray. The biopsies were aspirated from ovarian lamellae containing mostly oocytes in intact follicles and they consisted of ≥55 mg of tissue containing ≥60 oocytes, which were estimated to make up over 95% of the tissue mass. An aliquot of the biopsy samples was examined under a stereomicroscope and females whose most mature oocytes exceeded 1000 µm diameter and appeared to have a uniform size-frequency distribution with no signs of onset of preovulatory atresia were then moved into the hatchery, warmed to and held at spawning temperature (18°C) for 7–10 days and then implanted with 95% cholesterol pellets containing a synthetic analog of gonadotropin-releasing hormone (GnRHa) to induce final ovary maturation and ovulation [29]. Induced spawning and assessments of egg quality followed routine striped bass hatchery procedures [28]. Only females that progressed normally to spawning according to standard culture procedures (i.e., were maturationally competent) were used for the experiment. Briefly, eggs were stripped from ovulated females, fertilized with semen pooled from three males of the same year class, water hardened, and incubated in standard MacDonald hatching jars set up so that progeny from each female hatched into individual aquaria. For each female, total body length and weight, fecundity, the percent of eggs bearing well-formed embryos at 4 hours (h) and 24 h post-fertilization, the percentage of 24 h embryos hatching, and the percentage of hatched larvae surviving for 5 days (d) were recorded. Fin clips were taken from each female and stored in 70% ethanol for microsatellite genotyping.

### Measures of Striped Bass Spawn Quality

Female striped bass were sorted into groups (N = 8 each) producing ‘high quality’ or ‘low quality’ eggs (spawns) based upon the percentage of eggs bearing viable 4 h embryos. Spawns with >50% of eggs producing 4 h embryos were considered to be of high quality and spawns with <30% of eggs producing 4 h embryos were considered to be of low quality. Individual embryos were considered viable if they exhibited normal cell cleavage, symmetry, and form. Differences between female fish in the high and low egg quality groups in body length and weight, fecundity, maximum oocyte diameter at initial biopsy, percent of viable embryos at 4 h and 24 h post-fertilization, hatching rate of 24 h embryos, and survival of hatched larvae to 5 days post hatch (dph) were evaluated using a Student's t-test, with proportional data being arcsin-square root transformed prior to statistical analysis.

### Striped Bass Genotyping and Pedigree Analyses

Genotyping and pedigree analyses were performed in the Fisheries and Aquaculture Molecular Genetics Laboratory at the Virginia Institute of Marine Science (Gloucester Point, VA). Whole genomic DNA was extracted from tissue samples (fin clips) taken from striped bass females using a DNAeasy Kit (Qiagen) and used to amplify 48 microsatellite loci (**Table S1**) via PCR [30]–[31]. These loci were from a set of 289 loci recently used to develop a medium density genetic linkage map for striped bass [32] and were selected to maximize exhibited allelic variability and genome coverage. Alleles were scored using GeneMarker software v. 1.75 (SoftGenetics LLC) and constructed genotypes for the fish were entered into a spreadsheet, formatted using MAKEPED for the LINKAGE program [33] and checked for inconsistencies with Mendelian inheritance using PedCheck [34]. Resulting data were used to verify the pedigree of females to the level of family using the software program COLONY [35]. A digital matrix showing the scoring of all alleles (0 = absent, 1 = one copy, 2 = 2 copies) for each individual served as input for analysis of the microarray data via artificial neural networks (ANNs) and machine learning tools (see below).

### Striped Bass Ovary UniClone Microarray Development and Procedures

Using 454 Pyrosequencing (Roche), we developed a transcriptome database for striped bass comprised of 230,151 expressed sequence tags (ESTs) derived from ovary cDNAs that included all maturational stages and ovulated eggs (National Center for Biotechnology Information (NCBI) Accession: SRX007394) [36]. The assembled and annotated contiguous EST sequences (11,208 contigs) are available at the U.S. National Animal Genome Project website (http://www.animalgenome.org) and were used to design an Agilent Technologies 8×15,000 feature, 60-mer oligo microarray (eArray Group, Striper Group; Design ID, 029034), which included 11,145 UniGene probes from the ovary transcriptome, plus 3,854 probes printed as duplicates or selected from *Morone* cDNAs available at the NCBI. 

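Each array file held 15277 spots, of which 14741 were not control spots, and these bore 14591 probe names. Names printed more than once numbered 15, with 11 spots each. A probe was present for 10722 contigs of the ovary assembly. For 3769 contigs or other sequences the array carried 2 probe names, and in all 3769 both names had one and the same 60-base sequence. The array held 10804 different sequences, as some contigs or other sequences also shared one. These pairs give the noise of a single spot. Over the 3769 pairs, the median SD between fish was 0.16 on the log2 scale, the median SD of the spot noise was 0.070, and the noise made up 22.4% of the variance. This share was 77.1% in the 943 pairs with the lowest signal and 8.09% in the 942 pairs with the highest signal.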

Microarray procedures followed those of Chapman and associates [25]–[26]. Briefly, total ovary RNA (39.2+1.8 µg; mean+SEM) was isolated from biopsy samples stabilized in RNA*later*, assessed for concentration and quality using the 2100 Bioanalyzer (Agilent) and NanoDrop ND-1000 Spectrophotometer (NanoDrop Technologies), and used to produce a Cy3-labeled complimentary RNA (Cy3-cRNA) probe (6.1+0.2 µg; mean+SEM) to be hybridized to microarray slides, which were washed, dried and scanned with an Agilent Array Scanner (Model #G2505B) using Agilent Scan Control software. The scanned images were extracted with Feature Extraction v 10.7.3.1, Protocol GE1_107_Sep09.

Microarray gene expression data are deposited in the Gene Expression Omnibus (GEO, www.ncbi.nlm.nih.gov/geo/) at the National Center for Biotechnology Information (Series GSE42804, Platform GPL16363) according to Microarray Gene Expression Data Society Standard on Minimum Information about a Microarray Experiment.

### Microarray Data Analyses Using Artificial Intelligence

Analysis of microarray data utilized artificial neural networks (ANNs) and support vector machines (SVM). Variance-stabilized normalization (VSN) of the raw intensity data was achieved using Bioconductor (http://www.bioconductor.org/). Dimensionality of the VSN data was reduced by eliminating genes (inputs) unlikely to be associated with the output using a t-test to compare levels of gene expression between the binary categories of ‘high’ versus ‘low’ egg quality spawns or a linear regression equivalent in the case of continuous variables (e.g., percent of eggs bearing viable 4 h embryos). 

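Transcript levels of the 14591 probe names, as VSN values on the log2 scale, were compared by limma between the 8 females producing low quality spawns and the 8 producing high quality spawns. An unadjusted P of 0.10 or less was found for 515 probes, or 3.53% of them, of which 222 were lower and 293 higher in females producing low quality spawns. If no probe differed, 1459.1 probes would be expected at this threshold. In rank order by P, the probe at place 1469 had a P of 0.200. The methods' t-test on the same values gave 536 probes. On the values that the authors deposited, limma gave 511 probes and the methods' t-test 545. The methods also name a linear regression for continuous outputs, such as the percentage of 4 h embryos. It could not be run, because these percentages are not in the labels. The setting that moved the count most was leaving out low quality fish SB-94, which raised it to 890, while the count with any other fish left out lay between 430 and 745. The same fit was run on 99 other random splits of the 16 fish into 8 and 8. Their counts lay between 525 and 5087, with a median of 1306, so that the egg quality groups gave the lowest count of the 100 splits, and 43 of the other splits gave at least 1469 probes.

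**Figure D1:**
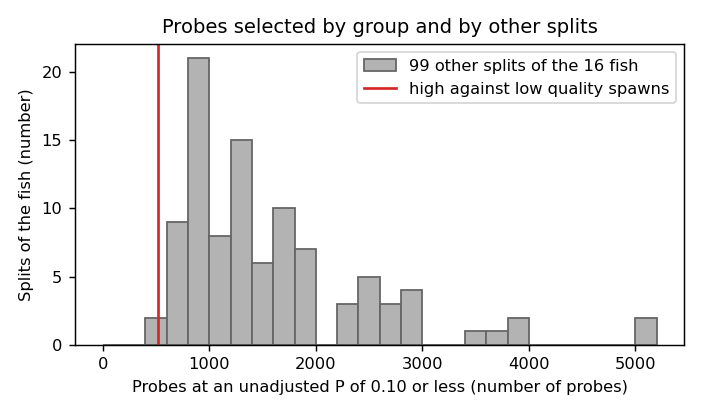
Number of probes at an unadjusted P of 0.10 or less (x axis) in 99 random splits of the 16 fish into 8 and 8 (grey bars, number of splits on the y axis) and between high and low quality spawns (red line). The line stands at 515 probes, below the lowest of the other splits at 525.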

In order to select a tractable number of genes to initially focus on in the subsequent analyses by ANNs [25]–[26], we arbitrarily used *P*≤0.10 as a convenient cutoff, yielding about 10% of transcripts (N = 1469), which were arranged in rank order by *P*-value. Twenty (20) ANN models of the relationship between gene transcript levels and percentage of eggs bearing viable 4 h or 24 h embryos were developed using expression data from the selected 1469 probes, each model being trained on data from a random sample of 12 of the 16 fish (75% of the observed data). Following model training, gene expression data from the remaining 4 fish (25% of observed data), to which the models were naïve, was respectively entered for cross-validation (CV) to test model robustness. We then selected the top 250 and top 100 probes with the highest sensitivity values to similarly train and test two additional sets of 20 ANN models. Differences among mean model R^2^ values and among mean CV R^2^ values generated using the 1469, 250 or 100 probe data sets were detected by one-way analysis of variance of the arcsin-square root transformed R^2^ values and identified using Duncan's new multiple range test. The mean CV R^2^ values were compared statistically in the same manner. Additionally, we calculated the sensitivities of model outputs to changes in expression level of each individual gene. This is analogous to calculating the coefficient of variation in linear regression in order to assess the relative importance of independent variables.

### Graphic Representation of the Microarray Data

Hierarchical clustering heat maps for the 233 genes (top 250 probes - 17 duplicates) identified by ANN modeling were generated using the clustergram function available in MATLAB. Modulated modularity clustering (MMC) was used to profile ovary gene expression and to assign genes to transcriptional units subsequent to the ANN [27], [37]. Genes (n = 233) significantly correlated to spawn quality were reserved and the correlates among transcripts attributed to spawn quality were removed. To accomplish this, we reversed the ANN modeling (mapping fertilization success to individual gene expression levels) for the 233 most informative UniGenes and the residuals were extracted and submitted to MMC (http://mmc.gnets.ncsu.edu/). Relevance association gene networks also were generated from the transcriptional modules using a locally written MATLAB program to select those with (|r|≥0.6), which were then fed to Cytoscape (www.cytoscape.org) to generate the relevance networks.

### Annotation of 233 UniGenes Correlated to Spawn Quality

Sequences were subjected to BLAST (blastx) [38] of the NCBI database and annotated according to the Gene Ontology Consortium [39] using Blast2GO 2048M version 12.2.0 [40]–[41]. Parameters for blastx were: Expect value 1.0E-3 and HSP Length Cutoff 33. Parameters for the GO annotations were: E-value-hit-filter 1.0E-6, Annotation Cutoff 55, GO Weight 5, and HSP-Hit Coverage Cutoff 0. These GO assignments and the individual gene information provided by NCBI UniGene, Human Genome Organization Gene Nomenclature Committee (HGNC), and GeneCards [42] were utilized to assess potential gene functions and networks and their involvement in physiological processes relevant to egg quality.

## Results

There were no significant differences between females spawning high and low quality eggs in body length (mean +S.E.M.; 583.6 cm+7.1), weight (3.35 kg+0.11), fecundity (192,602 eggs/kg+13.497), or oocyte diameter (1079 µm+14) when initially biopsied (*P*>0.435), or in microscopic appearance of the biopsy samples or ovulated eggs (data not shown). All significant losses of embryos occurred within the first 4 h after egg fertilization (**Fig. 1A**). The percent of eggs from high quality spawns that produced 4 h embryos (67.3+5.1%) and 24 h embryos (70.1+6.8%) were significantly (*P*<0.001) and substantially greater than corresponding values for low egg quality spawns (9.0+4.1% and 13.4+6.2%, respectively). There were no differences between low and high egg quality spawns in hatching rate of 24 h embryos (66.5+5.7%) or larval survivorship of hatched embryos to 5 dph (67.9+6.6%) (**Fig. 1A**).

**Figure 1:**
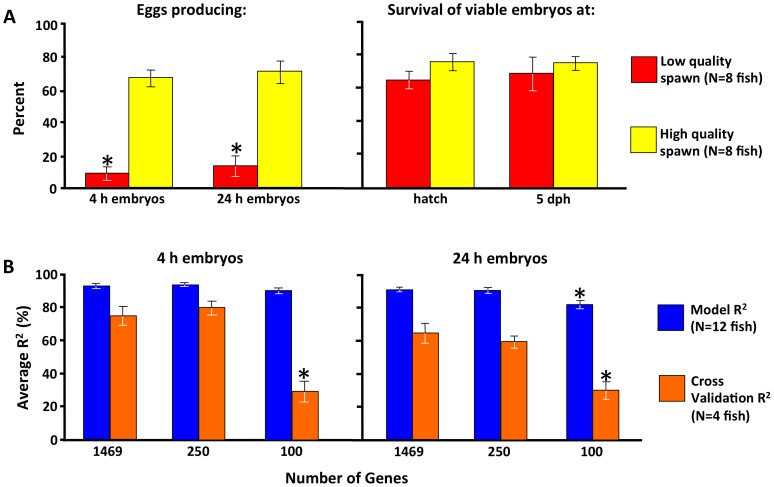
Results of analyses of spawn quality and its relationship to ovarian gene transcript profiles. (A) Mean percent of eggs producing viable 4 hour (h) and 24 h embryos, percent of viable 24 h embryos to hatch, and percent of hatched embryos surviving to 5 days post-hatch (dph). Vertical brackets indicate S.E.M. and asterisks indicate a significant difference (*P*<0.001) from values for high quality spawns. (B) Results of artificial neural network (ANN) analyses of the microarray data. Bars indicate mean R^2^ values for 20 ANN models, vertical brackets indicate S.E.M., and asterisks indicate a significant difference from the value obtained using the top 1469 genes (*P*<0.05).

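Ovary RNA of 16 females was hybridized to 1 array per fish, without pooling, for 8 females producing high quality spawns and 8 producing low quality spawns. The arrays lay on 2 slides of 8 arrays, with 4 fish of each group on each slide. Single fish are named by the number in their label, such as SB-58. The files give the intensity of each spot as extracted by the scanner's software and the log2 values that the authors made from them, for which the methods name VSN. The 75th percentile of the background-corrected signal ranged from 1359.8 to 2286 with a median of 1816 in the high quality group and from 1397 to 2301 with a median of 1869.7 in the low quality group. The share of spots well above background was at least 90.4% with a median of 91.6% in the high quality group and at least 87.6% with a median of 92.0% in the low quality group. No spot was saturated, and 117 spots over all arrays were left out because the extraction software marked them as non-uniform or as outliers. The number of arrays limits the precision of every comparison. The mean signal of each spot was normalized anew by VSN, with a calibration of each array on the 90% least variable spots, and spots of one probe name were averaged. Over the 14576 probes printed once, the deviations of the arrays from the mean of each probe had a correlation of 0.995 with those of the deposited values, across probes and arrays, and of 0.999 when the background-subtracted signal was used. Probe names of one contig or sequence were then averaged, which left 10822 contigs and sequences. Differences are given as low minus high quality spawns on the log2 scale, with the SE and P of limma and Benjamini-Hochberg adjustment. The percentage of viable embryos of each fish is not in the labels. The networks were therefore trained on the egg quality group, coded 0 for high and 1 for low quality spawns, and not on the percentage of eggs bearing 4 h or 24 h embryos.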

The mRNA extracted from ovary biopsies taken before the spawning season was subjected to microarray and results for the most informative 1469, 250 and 100 probe datasets were analyzed using ANNs to model the relation of ovary transcriptome to egg quality. These models on average explained >90% of the variation in 4 h and 24 h embryo survival (mean R^2^ range 0.902–0.930), with the exception of the 100 probe dataset model for 24 h embryo survival, for which 82.7% of the variation was explained (**Fig. 1B**). 

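With the egg quality group as output, 20 networks of 3 hidden units were each trained on 12 randomly drawn fish, first on the 1469 probes with the lowest P, then on the 250 of these with the highest mean sensitivity and on 100 of the 250 chosen in the same way. The mean R2 over the training fish was 0.986 ± 0.048 (SD, n = 20 models) for 1469 probes and 0.99999 for the 250 and for the 100 probe dataset. For 99 random splits of the fish that went through the same choice of probes and training, the median R2 over the training fish was 0.989 for 1469 probes and 0.99999 for both smaller datasets.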

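Each network was then applied to the 4 fish left out of its training, which always included both groups. For 250 probes, the mean R2 between output and group was 0.701 ± 0.389 (SD, n = 20 models), and the output fell on the side of the fish's own group for 78.8% of the held-out fish. Other starting weights moved this R2 to between 0.640 and 0.874 in 10 refits. Measured as 1 minus the residual over the total sum of squares, the setting that moved it most, it was -0.722. The same choice of probes and training on 99 random splits of the 16 fish gave a median of 0.810 and a range of 0.452 to 0.977, and 79 of the 100 splits, the egg quality groups included, reached the value of the egg quality groups. In these networks the 4 held-out fish had taken part in the choice of the probes. When P and sensitivities were computed from the 12 training fish of each network alone, the mean R2 for 250 probes was 0.569 ± 0.348 (SD, n = 20 models), which 2 of the 100 splits reached. The mean correlation of output and group was then -0.496, and 30.0% of the held-out fish fell on the side of their own group. The squared correlation does not show this sign. With other starting weights, the R2 of these networks lay between 0.303 and 0.545 in 10 refits, below the value given. Ridge regression in place of the network gave an R2 of 0.817 with probes chosen on all 16 fish and, with probes chosen on the training fish, 0.615 with 12.5% of the held-out fish on the side of their own group.

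**Figure D2:**
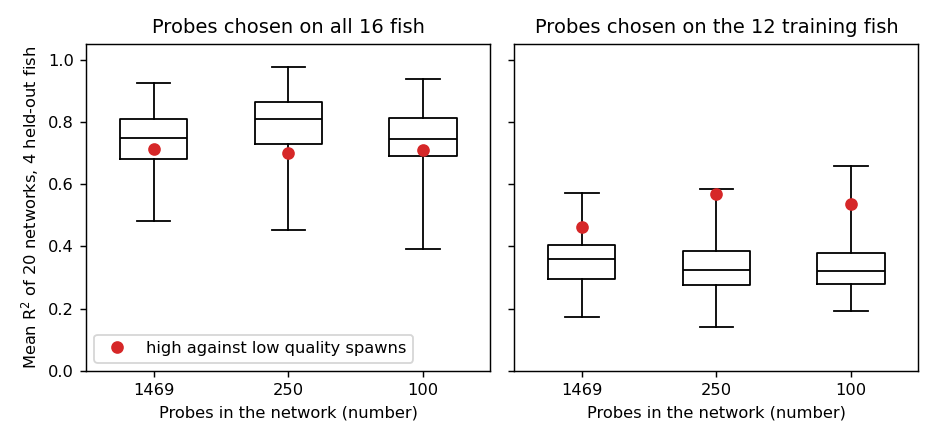
Mean R2 over the 4 held-out fish (y axis) for networks of 1469, 250 and 100 probes (x axis), with probes chosen on all 16 fish (left) or on the 12 training fish of each network (right). Boxes show the quartiles and whiskers the full range of 99 random splits of the fish, and red points show the egg quality groups, which lie at 0.701 (left) and 0.569 (right) for 250 probes.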

The mean CV R^2^ values for these models, a measure of the robustness of the ANN model based on its ability to predict egg quality, indicated that nearly 80% of variation in 4 h embryo survival (mean CV R^2^ = 0.777) and nearly 60% of variation in 24 h embryo survival (mean CV R^2^ = 0.596) could be predicted from gene expression measured using the top 250 probe dataset. Expanding the model training suite to include 1469 gene probes whose expression was most sensitive to egg quality did not improve mean model or CV R^2^ values and, when model training was constrained to the top 100 probes with the lowest *P* values, the predictive ability of the models decreased as evidenced by the significantly lower mean R^2^ for the respective CVs (**Fig. 1B**).

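For the held-out fish, the mean R2 was 0.714 ± 0.370 (SD, n = 20 models) with 1469 probes and 0.709 ± 0.305 (SD, n = 20 models) with 100 probes, a difference well within the spread between models. No test was run between the datasets, because all models share the same 16 fish. Of the 100 splits, 68 reached the value of the egg quality groups with 1469 probes and 66 with 100 probes. In 10 refits with other starting weights and other draws of the fish, the R2 lay between 0.651 and 0.826 with 1469 probes and between 0.497 and 0.811 with 100 probes. With probes chosen on the training fish alone, it was 0.463 for 1469 probes, reached by 9 of the 100 splits, and 0.536 for 100 probes, reached by 3. In both cases 35.0% of the held-out fish fell on the side of their own group. When the 100 probes were those with the lowest P in place of the highest sensitivity, the R2 with probes chosen on all 16 fish was 0.905.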

While collective changes in ovarian expression of a limited suite of probes (250), representing <2% of the queried ovary transcriptome, explained >90% of the variation in embryo survival, the differences in egg quality related to minor changes (<0.2-fold) in expression of any individual gene (**Table S2**). Additionally, the calculated sensitivities of model outputs to changes in the expression level of each gene showed that most transcripts made minor individual contributions to overall prediction of egg quality (<1% of the variation). 

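Each of the 233 values of Table S2 equals, within 0.0001, the difference at 1 spot between the group means of the deposited log2 values. Over the same 233 entries, with the spots of each contig averaged, the difference had a median size of 0.070, and it had a correlation of 0.963 (Pearson) and 0.939 (Spearman) with the paper's values across genes, which are not independent replicates. The largest difference was that of *mrpl32* (contig09968), at 5.48 ± 0.077 (SD, n = 8) in the high and 5.68 ± 0.065 (SD, n = 8) in the low quality group. It amounted to 0.20 (SE 0.044, limma adjusted p = 1.00), with a two-sided exact permutation p of 0.000155, the smallest that 8 fish against 8 allow. Its spot was dim, with a median background-corrected signal of 35.8, and high quality fish SB-44 lay below the rest of its group. The setting that moved the largest difference most was scaling each array to its 75th percentile, under which it was 0.69 for *fbxo9*, a gene at background on every array. By the methods' t-test on the deposited values, 190 of the 233 listed spots were among the 1469 probes with the lowest P, and the highest P of a listed spot was 0.483. For 125 of the entries, the array carried another spot with the same sequence. The median size of the difference was 0.078 at the listed spot and 0.052 at the other spot, smaller at the other spot for 93 entries, with the same sign for 113. A limma P of 0.10 or less was found for 34 of the listed spots and 10 of the other spots.

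**Figure D3:**
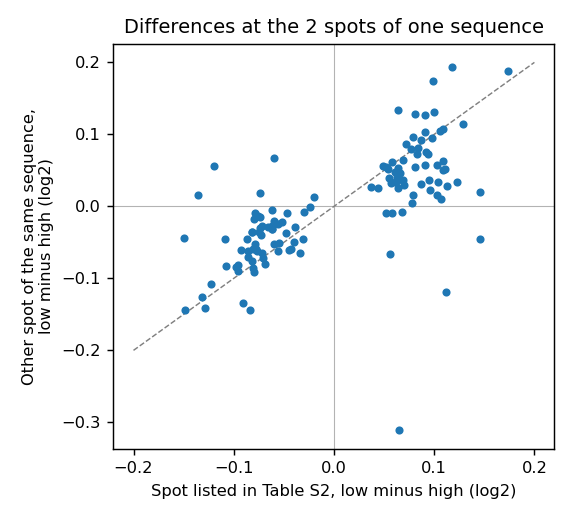
Difference between low and high quality spawns (log2) at the spot listed in Table S2 (x axis) and at the other spot with the same sequence (y axis). Points are the 125 entries with another spot and the dashed line marks equal values; 93 entries have a smaller difference at the other spot.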

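In the 20 networks of 250 probes trained on the egg quality group, the sensitivity of the output to each probe was taken as the mean absolute gradient over the training fish, in percent of the sum over the probes. The largest share was 0.664%, for a probe annotated as *myc* (contig05371), the median was 0.391% and the smallest 0.176%. No probe exceeded 1%. With 10 hidden units the largest share was 0.566%. With ridge regression in place of the network it was 1.19%, and 6 probes exceeded 1% and none 2%. From small contributions of single transcripts beside the R2 of the models, the paper reasons that the power to predict egg quality lies in the coordinated behavior of many genes and not in any single one.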

The pedigree of female striped bass, evaluated by genotype at 48 microsatellite loci, did not strongly influence egg quality, explaining <1% of the variation.

When seventeen (17) duplicates were removed from the informative 250 probe dataset and expression of the remaining 233 UniGenes was visualized on a hierarchical clustering heat map (**Fig. 2**), clear differences between ovary transcriptomes of females producing high versus low egg quality spawns were revealed. 

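When the 16 fish were clustered over the 232 contigs and sequences of Table S2, by average linkage on Euclidean distance after centering each gene, the first split set 1 fish apart from the other 15 and did not separate the groups. Clustering of the deposited values put 13 of the 16 fish on the side of their own group, as did 1 minus the Pearson correlation as the distance. Normexp background correction with quantile normalization put 12 there. Taking the spot listed in Table S2 alone, a setting chosen after the data had been seen, also put 13 fish on the side of their group, whereas the other spot of the same sequence, available for 125 contigs, again set 1 fish apart. The 250 probes with the lowest P put 12 fish on the side of their own group. Lists of 250 probes chosen in the same way for 99 random splits put a median of 14 fish, and between 9 and 16, on the side of the group they had been assigned to.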

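Of the 233 entries, 147 were lower and 86 higher in females producing low quality spawns. Over the 4 other normalizations, the slide block and each fish left out in turn, the number of lower entries lay between 144 and 148. The paper's values in Table S2, as low minus high quality spawns, are negative for 145 entries and positive for 88, and 229 of the 233 differences had the sign of the paper's value. The 4 others were *cnpy2*, *cops4*, *hdlbp* and *gorasp2*, the last 2 of which were singled out after their values had been seen. At the spot listed in Table S2 alone, each of the 4 had the sign of the paper's value.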

In general, ovary transcripts up-regulated in females producing low egg quality spawns were down-regulated in females producing high egg quality spawns (n = 145), and *vice versa* (n = 88) (**Table S2**). The heat maps also revealed some variation in expression of discrete genes between individual fish within the two egg quality groups. Additionally, the majority (62.2%) of differentially expressed gene transcripts were down-regulated on average in the ovary of females producing poor egg quality spawns (**Table S2**).

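The median SD within a group over the 233 entries was 0.091, larger than the median size of the difference between groups, and 41 entries had a difference larger than this spread in their own values. A median of 6 of the 8 fish in the low quality group lay past the mean of the high quality group in the direction of the difference. The groups did not overlap for 1 entry, *mrpl32*, which belongs to a list chosen on these fish. The largest SD within a group was 0.46, for *cnpy2* in the high quality group, where fish SB-58 stood apart at 1 of the gene's 2 spots.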

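The share of entries lower in females producing low quality spawns was 63.1%, between 62.2% and 63.5% under the 4 other normalizations. With each fish left out in turn it lay between 61.8% and 63.5%. Of all 10822 contigs and sequences on the array, 51.9% were lower in these females, and of the 352 with an unadjusted limma P of 0.10 or less, 46.9% were lower. Among the 250 probes with the lowest P, 43.2% were lower, so that the more frequent side was higher, with 56.8% of them. In lists chosen in the same way for 99 random splits of the fish, the share on the more frequent side had a median of 53.6% and a range of 50.0% to 82.4%.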

**Figure 2:**
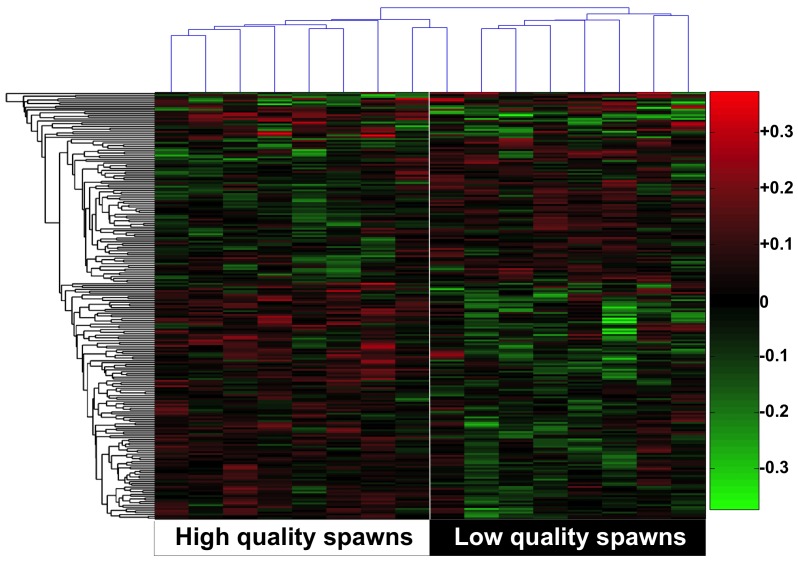
Two-dimensional hierarchical clustering heat map of the microarray data showing transcript expression profiles for genes (n = 233) expressed in ovary biopsies of female striped bass that produced low and high quality spawns. Levels of gene expression are indicated on the color scale to the right with numbers indicating the fold difference from the grand mean for all fish (shown in black and indicated by the zero value), red indicating increased transcript expression, and green indicating decreased transcript expression. Fish producing high or low quality spawns are grouped as indicated at the bottom of the figure. The clustering of individual genes with respect to their similarity in changes of expression between individual fish is represented by the dendrogram to the left. The dendrogram at the top shows similarities in gene expression patterns between individual fish regardless of group.

When the 233-UniGene dataset was subjected to MMC, 23 modules of genes that inherently co-vary in expression after the effects of egg quality have been removed were evident (**Fig.3A**). 

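The 233 entries of Table S2 carry the numbers of 23 modules of 2 to 26 genes. Correlations across the 16 fish were computed after subtracting each group's mean from every gene, in place of the reversed network. Over the 1477 pairs of genes in one module the median Pearson r was 0.0418, and over the 25551 pairs in different modules 0.0347. Of 10000 random assignments of the genes to modules of the same sizes, a share of 0.253 gave a median within modules at least as high. The median within single modules ranged from -0.103 in module 19 to 0.463 in module 8. The setting that moved the median most was scaling to the 75th percentile of each array, with 0.0882 within modules and 0.0931 for random assignments, a reversal of the order. MMC itself was not rerun.

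**Figure D4:**
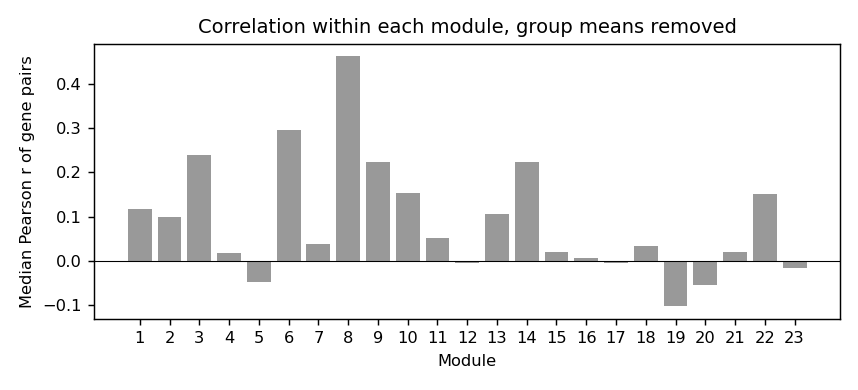
Median Pearson r over the pairs of genes in each of the 23 modules (x axis), across 16 fish after each group's mean had been subtracted (y axis). Bars start at 0 and run from -0.103 in module 19 to 0.463 in module 8. The sign of r is kept, so positive and negative pairs cancel in a module.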

When expression data for genes correlated within these transcriptional modules (|r|≥0.6) was fed into Cytoscape, several discrete gene relevance networks were revealed (**Fig 3B**) and their physiological significance was explored by detailed annotation of their composite genes. 

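An absolute r of 0.6 or more was found for 84 of the pairs within modules, or 5.69%, and for 4.11% of the pairs between modules. Random assignments gave a median of 62 such pairs, and a share of 0.0042 of them gave at least 84. The modules were built from correlations across these same arrays, so this excess is not independent evidence for them. With the Spearman correlation, there were 72 such pairs and the share was 0.0759. Of the 84 pairs, 32 were negative. Linking the genes of such pairs gave networks of 5 or more genes in 6 modules, with 41 genes in all, and the largest joined 11 genes.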

Among the 233 informative UniGenes, Blastx comparisons revealed 148 orthologues, of which 133 (57.3%) could be annotated with GO terms.

**Figure 3:**
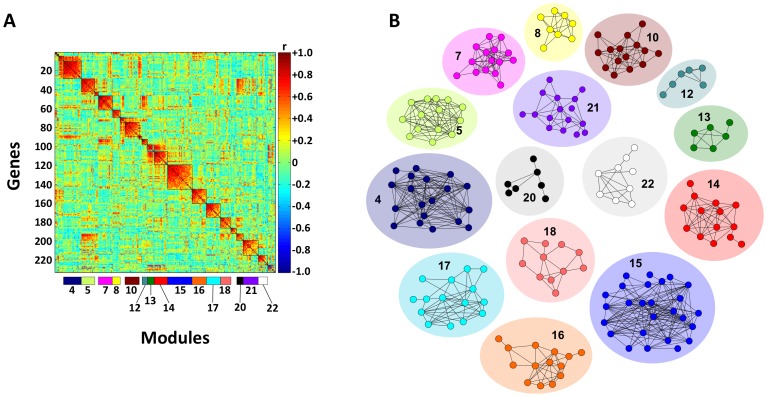
Modulated modularity clustering (MMC) heat map revealing modules of genes that covary in expression and relevance networks for genes within the modules. (A) MMC analysis of transcript expression levels for the top 233 genes identifying 23 gene modules. (B) Relevance networks for genes correlated within MMC modules obtained by enforcing an absolute correlation threshold of |r|≥0.6. Only networks containing 5 or more genes are depicted. Color-coding of the relevance networks by gene module corresponds to that shown in the horizontal bar under the heat map in (**A**).

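Of 11 genes that the paper relates to regulation of the cell cycle, 5 were lower and 6 higher in females producing low quality spawns. The differences ranged from -0.12 for *cdc26* (contig06242), at 11.82 ± 0.11 (SD, n = 8) in the high and 11.70 ± 0.10 (SD, n = 8) in the low quality group with a two-sided exact permutation p of 0.0544, to 0.10 for *anapc7*, in which high quality fish SB-48 lay below the rest of its group. Of 19 genes of ubiquitin ligases and related enzymes, 8 were lower and 11 higher, and 1 had an exact permutation p under 0.05. This was *fbxo9* (contig04033), with a difference of 0.13 (SE 0.042, limma adjusted p = 1.00, two-sided exact permutation p = 0.00155), whose spot was not well above background on any of the 16 arrays. The difference of *cnpy2* was -0.12 as the mean of -0.31 and 0.065 at its 2 spots, and without high quality fish SB-58 it was 0.040. That of *cul3* was -0.083, with low quality fish SB-94 above the rest of its group, and it was -0.055 without high quality fish SB-48, and that of *ubox5* 0.059, with low quality fish SB-251 below the rest. None of these directions changed with the normalization. No gene of these lists had a limma adjusted p under 0.05.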

Of the 133 informative and annotated UniGenes, 34 (25.6%) were directly related to regulation of cell cycle (*ccnb3*, *hdac1*, *eif1ad*, *ccne2*, *mphosph10*, *cdc26*, *btg1*, *wdr3*, *anapc7*, *cdc37*, and *cyld*), or were genes that modulate the functions of such cell cycle regulators including subunits of the CSN (*cops4*, *cops5*, *cops6*, and *cops8*) and UPS, which includes the 26S-proteasome (*psmd14*, *pomp*, and *psma7*) and SKP1-cullin-F-box complex (SCF), cullin-RING ubiquitin ligases (CRL), and E2 ubiquitin-conjugating and E3 ubiquitin-ligase enzymes (*ubl5*, *rchy1*, *cnpy2*, *ube2l3*, *cul3*, *ltn1*, *g2e3*, *ddb2*, *fbxo9*, *ubox5*, *rad23a*, *usp11*, *cdc26*, *tollip*, *ube2f*, *anapc7*, *cyld*, *usp14*, and *eif3e*) (**Fig. 4**). Two of these transcripts (*g2e3* and *cyld*) along with three others identified in the dataset (*mcl1*, *tmbim6* and *mrps30*) encode apoptotic factors possibly related to the caspase 3 pathway of apoptosis induced by high cellular levels of ubiquinated-proteins that are not appropriately degraded by the UPS [43]. 

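Of these 5 genes, *g2e3*, *cyld* and *tmbim6* were higher in females producing low quality spawns, by 0.10, 0.090 and 0.050, and *mcl1* and *mrps30* were lower, with differences of -0.040 and -0.045. The lowest two-sided exact permutation p was 0.0867, for *g2e3*. For 3 of the genes, leaving out 1 fish made the difference smaller by more than 1.5 times, to 0.022 for *tmbim6* and -0.023 for *mrps30*, both without low quality fish SB-429, and to -0.016 for *mcl1* without high quality fish SB-437. For *tmbim6* the 2 spots of the same sequence differed in sign, with 0.15 at the spot listed in Table S2 and -0.046 at the other.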

Remarkably, all of the 26S-proteasome and CSN components along with two cyclins (*ccnb3* and *ccne2*) were generally down-regulated in the ovary of females spawning poor quality eggs (**Table S2**).

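Of the 9 genes, 8 were lower in females producing low quality spawns. For the 26S proteasome the differences were -0.053 for *psmd14*, -0.047 for *pomp* and -0.056 for *psma7*. For the COP9 signalosome they were -0.055 for *cops5*, -0.054 for *cops6* and -0.062 for *cops8*, and for the cyclins -0.068 for *ccnb3* and -0.066 for *ccne2*. The SD within a group lay between 0.035 and 0.14, so that most of these differences were smaller than the spread between fish. The lowest two-sided exact permutation p was 0.0858, for *cops8*, and the limma adjusted p was 1.00 for each gene. With 1 fish left out, the difference became smaller by more than 1.5 times for *cops5* (-0.028 without high quality fish SB-411), *pomp* (-0.025 without high quality fish SB-44), *ccne2* (-0.043 without high quality fish SB-38), *psmd14* (-0.035 without low quality fish SB-129) and *cops8* (-0.041 without the same fish). The difference of *cops4* was 0.0040 as the mean of 0.067 and -0.059 at its 2 spots. Its sign changed with the fish included: it was -0.030 without high quality fish SB-58, -0.0060 without low quality fish SB-399 and -0.0042 without low quality fish SB-429. Fish SB-58 deviated by -0.56 from the median of the other fish of its group at 1 spot and by 0.020 at the other. It was also negative with VSN of the background-corrected signal and with scaling to the 75th percentile, so that all 9 genes were lower under these settings. Low quality fish SB-399 lay above the rest of its group in *pomp*. Another 47 contigs are annotated as proteasome or COP9 signalosome and are not in Table S2. Of these, 25 were lower in females producing low quality spawns, with a median difference of -0.0040 and a mean of 0.00037, which differ in sign, and the median was 0.00061 with VSN of the background-corrected signal. Neither fry (P = 0.865) nor camera (P = 0.968 with a preset and 0.982 with an estimated correlation) called this set. The direction given by fry was lower with all fish and higher without low quality fish SB-94, SB-111 or SB-429 or without high quality fish SB-382 or SB-411.

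**Figure D5:**
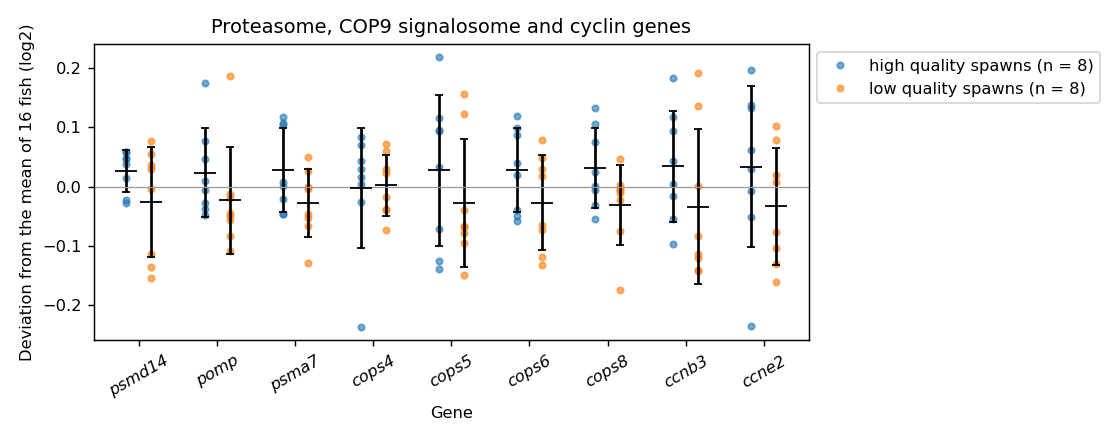
Expression of the 9 genes in each fish as the deviation from the mean of the 16 fish (y axis, log2), for high quality (blue) and low quality (orange) spawns. Points are single fish, and black bars show the mean and SD of the 8 fish of a group; the largest negative difference of the means is -0.068, for *ccnb3*.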

**Figure 4:**
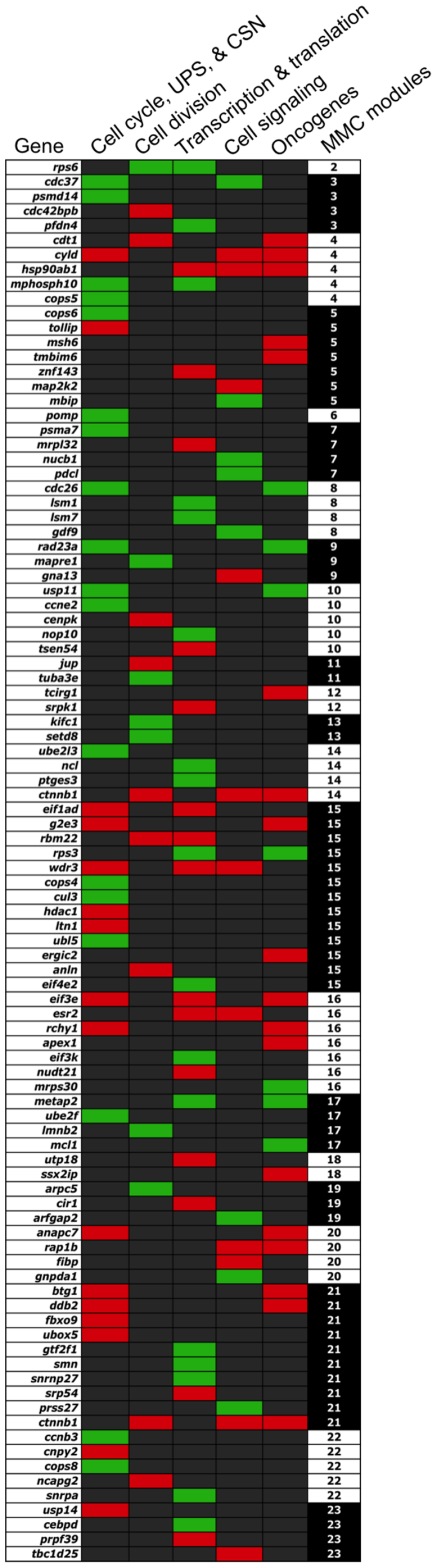
Matrix of a subset of genes that co-vary in expression and share GO classes or functional pathways. Presence of a red or green box indicates assignment of a gene to a functional category and up- or down-regulation, respectively, in fish spawning poor quality eggs (see also **Table S2**). MMC module indicates gene assignment to networks depicted in Fig. 3.

Genes directly involved in the process of physical cell division represented 12.8% of the informative genes and included those involved in cytoskeletal formation of the mitotic spindle, DNA replication, chromosome condensation and migration, organelle remodeling and cytokinesis (*cdt1*, *rps6*, *setd8*, *ncapg2*, *cenpk*, *anln*, *mapre1*, *cdc42bpb*, *kifc1*, *rbm22*, *tuba3e*, *ctnnb1*, *lmnb2*, *arpc5*, *jup*, *hdac1*, *tlk1*, and *cdt1*) (**Fig. 4**).

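Of the 18 entries for these genes in Table S2, 8 were lower and 10 higher in females producing low quality spawns. The differences ranged from -0.14 for *arpc5* (contig04722), at 10.59 ± 0.17 (SD, n = 8) in the high and 10.45 ± 0.17 (SD, n = 8) in the low quality group, to 0.083 for *jup*. For *jup* the two-sided exact permutation p was 0.0406, the only one under 0.05 of the list and not adjusted for the number of genes. For *lmnb2* the 2 spots differed in sign, at 0.056 and -0.12. The difference of *tlk1* was -0.11, and it was -0.022 without high quality fish SB-48, which stood apart at 1 of the gene's 2 spots.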

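Among genes of DNA repair, *apex1*, *msh6* and *ddb2* were higher in females producing low quality spawns, by 0.074, 0.059 and 0.070, and *rps3* and *usp11* were lower, with differences of -0.092 and -0.097. Each of these differences was smaller than the SD within at least 1 of the groups. That of *apex1* was 0.048 without low quality fish SB-375 and that of *ddb2* 0.044 without high quality fish SB-127. The lowest two-sided exact permutation p was 0.0715, for *usp11*, and the limma adjusted p was 1.00 for each of these genes.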

Additional genes encode DNA repair proteins (*rps3*, *apex1*, *msh6*, *ddb2*, *rad23a*, and *usp11*). Twnty five (25) known oncogenes or genes whose expression is directly related to formation of malignant tumors also were identified (*anapc7*, *btg1, cdc26*, *cdt1*, *ctnnb1*, *cyld*, *ddb2*, *rchy1*, *metap2*, *eif3e*, *rap1b*, *rps3*, *ssx2ip*, *ergic2*, *mcl1*, *msh6*, *tcirg1*, *tmbim6*, *rad23a usp11*, *g2e3*, *apex1*, *metap2*, *mrps30*, and *hsp90ab1*), and approximately 72.0% of these were, on average, up-regulated in fish that spawned poor quality eggs (**Fig. 4** **, see also Table S2**).

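This list names 24 different genes, *metap2* 2 times, and they have 25 entries in Table S2, with 2 for *ctnnb1*. Of the 25 entries, 18 were higher in females producing low quality spawns, or 72.0%. By gene these were 17 of 24, or 70.8%, and by the names as printed 17 of 25, or 68.0%. The share of entries was 72.0% under each of the 4 other normalizations and between 72.0% and 76.0% with each fish left out in turn. The two-sided exact permutation p was under 0.05 for 2 genes, neither of which had a limma adjusted p under 0.05. These were *ergic2*, with a difference of 0.096 (SE 0.044, exact permutation p = 0.0131), and *tcirg1*, with a difference of 0.099 (SE 0.045, exact permutation p = 0.0193). The list was chosen on these fish, and no set test was run on it.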

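Of 32 genes of transcription, translation or hnRNA editing, 17 were lower and 15 higher in females producing low quality spawns. The lowest difference was -0.11 for *rps6*, in which high quality fish SB-58 lay below the rest of its group, and the highest was that of *mrpl32*. The two-sided exact permutation p was under 0.05 for 3 genes before adjustment. Besides *mrpl32* these were *znf143*, with a difference of 0.080 (exact permutation p = 0.0207), and *nudt21*, with 0.14 (exact permutation p = 0.0409). In *nudt21*, low quality fish SB-129 lay above the rest of its group at 1 of 2 spots, and without this fish the difference was 0.082.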

Thirty-two (24.1%) of the informative genes encode products that either regulate transcription, translation, or hnRNA editing as part of the spliceosome, including *cebpd*, *cir1*, *eif1ad*, *eif3e*, *eif3k*, *eif4e2*, *esr2*, *gtf2f1*, *hsp90ab1*, *lsm1*, *lsm7*, *metap2*, *mphosph10*, *mrpl32*, *ncl*, *nop10*, *nudt21*, *pfdn4*, *prpf39*, *ptges3*, *rbm22*, *rps3*, *rps6*, *smn*, *snrnp27*, *snrpa*, *srp54*, *srpk1*, *tsen54*, *utp18*, *wdr3*, *znf143* (**Fig. 4**).

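Of 19 entries for genes of growth factors, signal transduction or cell signaling, 8 were lower and 11 higher in females producing low quality spawns. No gene of the list had a two-sided exact permutation p under 0.05 or a limma adjusted p under 0.05. The lowest exact permutation p was 0.0525, for *gna13*, with a difference of 0.079. The lowest difference was -0.069, for *gdf9*, and it was -0.044 without low quality fish SB-429. In *arfgap2* low quality fish SB-111 lay above the rest of its group, with a difference of -0.060, which was -0.037 without high quality fish SB-38. Its 2 spots differed in sign, with -0.14 at the listed spot and 0.015 at the other. In *mbip* high quality fish SB-382 lay below the rest, with a difference of -0.057, which was -0.038 without low quality fish SB-129.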

The last major class of genes encode growth factors or act in signal transduction or cell signaling (14.3% of the informative genes) and includes: *arfgap2*, *cdc37*, *ctnnb1*, *cyld*, *esr2*, *fibp*, *gdf9*, *gna13*, *gnpda1*, *hsp90ab1*, *map2k2*, *mbip*, *nucb1*, *pdcl*, *prss27*, *rap1b*, *tbc1d25*, and *wdr3* (**Fig. 4**).

## Discussion

In the present study, we examined the relationship between reproductive dysfunction and the ovary transcriptome in domesticated striped bass (*Morone saxatilis*), a species commonly exhibiting poor egg quality made manifest by early embryo developmental failure [24] (see **Fig. 1A**), which is a major problem in fish breeding programs. The female striped bass, which were matched for age, length and weight, were subjected to ovarian biopsy just before the breeding season and bred using standard hatchery procedures, and the quality of their spawns was judged by the percentage of eggs bearing viable embryos at 4 and 24 h following fertilization. All significant losses of embryos occurred in the first 4 h following fertilization, prior to MBT (**Fig.1A**), during which time ontogeny is dependent on maternal gene transcripts stored within the ovulated egg [44]. Remarkably, when mRNA extracted from the ovary biopsies was subjected to microarray and the data was analyzed using ANNs, models of the relation of ovary transcriptome to egg quality revealed that gene expression measured by as few as 250 probes, representing <2% of the ovary transcriptome queried, could explain most variation (>90%) in embryo survival (**Fig. 1B**). Furthermore, the ANN CV results showed that ∼80% of variation in 4 h embryo survival could be predicted from gene expression measured using just the top 250 probe dataset (mean R^2^ ∼0.80). Not surprisingly, using additional probes (1469) did not improve model predictions, possibly because little scope in unexplained variation in egg quality remained, but it has been our experience that overly complex models train the ANN to the idiosyncrasies of the input data and are not robust to CV. Using fewer probes (100) resulted in a decrease in the predictive ability (CV R^2^) of the models indicating that fertility depends upon the concerted action of many genes and it is quite possible to reduce the gene set so that model accuracy and robustness degrades.

Scrutiny of gene expression patterns evaluated using the 233 most informative UniGenes revealed a conspicuous and unusual transcript profile associated with egg quality that was clearly evident on the fine resolution heat map of gene expression (**Fig. 2**). In this profile, transcript abundance generally varies inversely between females producing high versus low quality spawns, although expression varies little (<0.2-fold) for individual genes and, in the ANN models, individual transcripts make minor contributions to overall prediction of egg quality (<1% of the variation). Such small collective changes in magnitude of gene expression resulting in striking predictive effects have been similarly been reported for honeybee behavior [45]. Interestingly, only one contig (#10015, *hsp90*) of the 66 (out of 11,208) contigs identified as having particularly abundant ovary expression in our prior report on the striped bass ovary transcriptome [36] was represented among the 233 transcripts whose collective levels predicted egg quality in the present study. This observation underscores the fact that highly expressed genes or genes that undergo large changes in expression are not necessarily the best predictors of complex phenotypic traits, such as egg quality.

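On these arrays, the probe of contig10015 (*hsp90ab1*) had a median background-corrected signal of 61.4, which is the 40.1th percentile of the 10822 contigs and sequences, whose median was 164. Its difference was 0.059 (SE 0.057, limma adjusted p = 1.00, two-sided exact permutation p = 0.288), and it was 0.032 without low quality fish SB-399. The probe could be read without a stop codon in 2 frames on the forward and 2 on the reverse strand, and the files do not give its sense. Frame 1 of the reverse strand reads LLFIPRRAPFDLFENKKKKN, known from HSP90 proteins, which places the printed probe opposite to the coding sense. No protein sequence was in the files to compare it with. Signals of different probes were not calibrated against each other, so this level is not a measure of abundance.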

The heat map also revealed some variation in expression of discrete genes between individual fish within egg quality groups, implying that certain regulatory pathways leading to transcriptome dysfunction may be activated to different extents among females or that differences in these pathways are not universally shared in all fish of either group. Nonetheless, as noted, the collective minor changes in expression of many score of genes (e.g. 233 UniGenes, 250 probes including duplicates) show a particularly powerful relationship to egg quality, measured as embryo developmental competence (**Fig. 1B**). Additionally, the majority of differentially expressed gene transcripts were down-regulated on average in the ovary of females producing poor egg quality spawns (62.2%), suggesting that the basis of this phenomenon may be insufficiency as opposed to overcompensation of maternal effects. In human and non-human primates, some oocytes with reduced developmental competence contain gene transcripts that fail to undergo proper post-transcriptional regulation during ovary maturation [46]. Our results indicate that developmental competence of eggs can be predicted from the stockpile of transcripts already present within the ovary before maturation, therefore such dysregulation may be the result of complex programming occurring throughout the different stages of oocyte growth.

Traditional linear-based analyses of microarray data aiming to identify a few candidate genes whose expression is related to egg quality may offer limited resolution. In the present study, the collective expression of at least 233 UniGenes was required to accurately predict egg quality, whereas using only 100 genes was less predictive (**Fig. 1B**). Furthermore, none of the differences in ovary gene expression identified by the ANN were found to be statistically significant by ANOVA (α = 0.05) once adjustments for multiple tests were considered. 

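Of the 14591 probes, 0 had a limma adjusted p under 0.05, and the lowest adjusted p was 1.00. An unadjusted P under 0.05 was found for 191 probes. The methods' t-test likewise gave 0 probes after adjustment and 202 at an unadjusted P under 0.05. Under 28 other settings the count after adjustment stayed at 0, and the lowest adjusted p lay between 0.107, without high quality fish SB-411, and 1.00. Of the 233 entries of Table S2, 0 passed when adjusted over the list alone, with a lowest adjusted p of 0.0565, which is not independent evidence because the list was chosen on these fish. Before adjustment, 15 entries had a limma P and 24 a two-sided exact permutation p under 0.05. By the limma P, the 3 lowest ranked probes with lower expression in females producing low quality spawns were contig00447, contig08029 and contig05668, with differences of -0.27, -0.19 and -0.20. The 3 with higher expression were *mrpl32*, contig10206 and contig08491, of which contig10206 differed by 0.14 and contig08491, at background on every array, by 0.23. On simulated values with the spread of these arrays, limma recovered 97.0% of probes that differed by 1 on the log2 scale and 16.0% of those that differed by 0.2. Both kinds were in one simulation with independent noise, judged at an adjusted p under 0.05. Calls among the larger differences ease the adjustment for the smaller ones. The 16.0% may therefore be too high for arrays on which no probe passes.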

Sensitivity analyses, which extract the sensitivity of the output to changes in individual inputs [26], showed that no single gene accounted for more than 2% of the variation in egg quality explained via ANN modeling. These findings clearly indicate that the predictive power of the transcriptome is not due to individual genes, but rather to the information contained in their collective, coordinated behaviors, perhaps more appropriately evaluated as a transcriptomic “fingerprint”.

Genes can be assigned more than one Gene Ontology (GO) class, as the proteins they encode may perform multiple functions in more than one pathway [39]. However function or dysfunction of a particular gene in a physiological process influencing egg quality may be relegated to a specific subset of GOs. As multiple gene pathways may be functionally linked, a holistic analytical approach is required for proper biological interpretation. We used modulated modularity clustering (MMC) [27] to construct modules of genes that inherently co-vary in expression after the effects of egg quality have been removed, and gene relevance networks were generated from the resultant 23 transcriptional modules (**Fig. 3**). Based on gene annotations and MMC, we identified in the ovary of females producing poor egg quality spawns a dysfunction of the central collective apparatus of the ubiquitin-26S proteasome (UPS), COP9 signalosome (CSN), and cell cycle, suggesting that uncoordinated control of cell division is the primary cause of early embryo mortality prior to MBT.

Genes ultimately related to cell division (n = 96) accounted for 72.2% of the informative genes (n = 133) correlated to egg quality and more than half of these (54.2%) are represented in MMC modules 4, 5, 10, 15, 16, 21 and 22 (**Figs. 3** **and** **4**), indicating the importance of these seven transcriptional networks in early embryogenesis. This prevalence of genes involved in cell division that are present and co-expressed in discrete modules of the oocyte transcriptome appears to be highly conserved among vertebrates, as evidenced by the fact that the top representative GO terms for the three oocyte-specific gene modules identified by Weighted Gene Co-expression Network Analysis (rather than MMC) for both human and mouse preimplantation development were cell cycle, mitosis, and cytoskeleton [16]. Transcripts present in these modules, most of which were from genes involved in regulation of the cell cycle, transcription and RNA processing, were over represented in oocytes and progressively depleted during embryonic development, beginning as early as the 2-cell embryo stage. In the present study, most of the remaining informative genes (12.4%) encoded products involved in basal metabolic processes.

The role of the cell cycle as a master timer that coordinates the oocyte-to-zygote transition has been suggested [44] and our results confirm this, as the apparent dysregulation correlated with embryo mortality prior to MBT. The UPS intimately controls the cell cycle through precisely timed destruction of short-lived regulatory proteins including cyclins (ccns), cyclin-dependent kinases (cdks), and cell division cycle proteins (cdcs) during phase progression and at checkpoints of the cell cycle [47] (**Fig. S1**). This is elaborately mediated through mitogen-activated protein (MAP) kinase, stress-activated protein kinase/c-Jun NH_2_-terminal kinase (SAPK/JNK), CRL, SCF and the CSN signaling paths [48]–[50]. As the majority of these different regulatory components are spread across 7 MMC modules (**Fig. 4**), it is apparent that pathology of developmental incompetence is not only complex and integrated, but may manifest at different points during the cell cycle, presumably as the result of different causative factors. These components may in turn be regulated or their activities mediated by the transcription and translation factors that co-vary within these key MMC modules. For example, the CSN and 26S-proteasome both interact with eukaryotic translation initiation factors [51]–[52], four of which appear co-variable in MMC modules 15 and 16 (*eif1ad*, *eif3e*, *eif3k*, and *eif4e2*; **Fig. 4**). Additionally, transcription and translation factors also are generally believed to play important roles during the MZT [1].

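Of these 4 genes, *eif1ad* and *eif3e* were higher in females producing low quality spawns, by 0.097 and 0.055, and *eif3k* and *eif4e2* were lower, with differences of -0.049 and -0.071. That of *eif3e* was 0.033 without low quality fish SB-399. Correlations were computed for the 6 pairs across 16 fish after each group's mean had been subtracted. The largest was that of *eif3e* and *eif3k*, both in module 16, with a Pearson r of 0.465 (permutation p = 0.0681, adjusted p = 0.246) and a Spearman rho of 0.432 (permutation p = 0.0963, adjusted p = 0.578). Without the 2 fish farthest from the median of *eif3e*, r was 0.431, and within the 8 fish of each slide it was 0.708 and 0.445. For *eif1ad* and *eif4e2*, both in module 15, r was 0.0067 (permutation p = 0.980, adjusted p = 0.980) and rho was -0.018 (permutation p = 0.953, adjusted p = 0.953). This r was -0.236 without the 2 farthest fish, and within the slides it was -0.0953 and 0.212. The 4 pairs between the modules had an r between -0.0826 and 0.446, none with a permutation p under 0.05. The r of *eif3e* and *eif4e2*, the highest of these, was -0.0446 without the 2 farthest fish and rested on them. Within the slides it was -0.612 and 0.762, and that of *eif3k* and *eif4e2* was -0.887 and 0.620, so that neither held within slides.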

The collective results of the present study supply powerful evidence that the ovary transcriptome may be a dominant factor contributing to egg quality. These findings also provide the first panoptic linkage of the various cell cycle regulatory components underpinning egg quality and, therefore, female reproductive fitness. Because the transcripts measured in ovary biopsy samples were taken prior to oocyte maturation and spawning, the observed transcriptomic differences were not a result of physical or physiological manifestations of embryo mortality but, rather, they are a feasible cause of these events. This mode of sampling offers the ability to select females *a priori* for breeding based on ovary gene expression profiles that are predictive of embryo developmental competency. Due to the evolutionary conservation of the gene pathways involved, their dysregulation may be an important molecular feature of reproductive failure in all vertebrates.

Although the proximal cause of transcriptome defects associated with developmental incompetence remains unclear, pedigree is unlikely to have a major influence as natural selection would act to eliminate subfertile individuals and our limited survey of microsatellite loci did not reveal any association of genotype with transcriptome or fertility. However, it is possible that a more exhaustive search of genetic polymorphisms (e.g. SNP's) might discover some loci linked to fertility [16]. We are presently replicating our experiments on additional groups of domesticated and wild striped bass employing direct sequencing (RNA-Seq), which will expand our coverage of the transcriptome while revealing a vast number of SNP's embedded in the transcripts to better examine potential impacts of allelic variation. The genes (n = 48) related to transcription, translation, cell signaling and signal transduction (**Fig. 4**) are potential candidates for identification of such proximal causes as their rates of expression may be influenced under specific environmental conditions. Associated epigenetic modifications of the DNA could underpin the correlation between transcript profiles and fertility, but examining this hypothesis will require more genomic information on striped bass than is currently available. Application of our ANN approach to discover the relation(s) between egg transcriptome and fertility in model species with more extensive genomic resources and knowledge of epigenetics, such as zebrafish [53], may be advantageous in this regard.

Finally, our results suggest that caution be used when employing spawning stock biomass (SSB) to indicate the reproductive health of commercially exploited fish stocks. The maturity schedule of females, upon which SSB computations are based, is usually estimated as the percentage of fish in each size or age class bearing growing or maturing oocytes or eggs, with the reproductive potential of such females being estimated based on their body mass. However, we observed large differences in egg quality and its unique transcriptomic fingerprint between striped bass matched for age, size (mass), and reproductive status. If similar differences exist within or between cohorts of wild fishes, SSB may over estimate reproductive potential because differences between females in egg quality are not taken into account. This takes on added significance if transcriptomic fingerprints shift toward higher fertility profiles with increasing age as, despite evidence to the contrary [54], most current fishery management models consider many small females to be equivalent to a few larger ones if the ovarian biomass is comparable. Transcriptomic profiling may provide an expedient means to better assess the reproductive health of fisheries and other animal resources important to global food security and has far reaching implications in agriculture and in medical fields such as human assisted reproductive technology.

## Conclusions

We discovered that it is possible to predict the state of a biologically complex fitness trait, egg quality, with remarkable accuracy based solely on ovary gene expression profiles. The collective expression of a discrete suite of ovarian transcripts, constituting a transcriptomic fingerprint, involved specific, highly-conserved gene networks central to early embryonic development in all vertebrates. Our findings open the door to ‘transcriptome-assisted’ breeding and assessment of reproductive condition and value in farmed and possibly wild fishes and other vertebrates, possibly including human assisted reproductive technologies. The ovary transcriptome profiles and ANN analytical methods developed in the present study provide a foundation for future research into the effects of perturbations (e.g., selection pressure, environment, husbandry practice) on egg transcriptome and quality, so that gene networks and molecular pathways most susceptible to a particular insult can be identified and corrective or mitigating measures implemented. Additionally, we propose that ANNs may be a superior alternative to linear-based analyses of gene expression data that can be used as a diagnostic tool, provided that the ANNs are trained with appropriate data.

## Supporting Information

Figure S1 **Model depicting the interactions of important pathways that ultimately influence cell division and that are implicated in egg quality of striped bass.**
(TIF) Click here for additional data file.

Table S1 Microsatellite loci used for genotyping and National Center for Biotechnology Information (NCBI) accession information.
(DOCX) Click here for additional data file.

Table S2 Differential of expression of genes (n = 233) in the ovaries of females producing low versus high egg quality spawns.
(DOCX) Click here for additional data file.

# Supplementary material for: Ovary Transcriptome Profiling via Artificial Intelligence Reveals a Transcriptomic Fingerprint Predicting Egg Quality in Striped Bass, Morone saxatilis
**Source:** PLoS One. 2014 May 12;9(5):e96818. doi: 10.1371/journal.pone.0096818
**Supplement:** Table S1 — Microsatellite loci used for genotyping and National Center for Biotechnology Information (NCBI) accession information.

**Table S1**. Microsatellite loci used for genotyping and National Center for Biotechnology Information (NCBI) accession information.

| **Microsatellite**  **Locus** | **NCBI**  **UniSTS** | **GenBank**  **Accession** |
| --- | --- | --- |
| MSM1084 | 477540 | BV678170 |
| MSM1087 | 477543 | BV678173 |
| MSM1093 | 477546 | BV678176 |
| MSM1110 | 477561 | BV678191 |
| MSM1123 | 477571 | BV678200 |
| MSM1132 | 477576 | BV678205 |
| MSM1134 | 477578 | BV678206 |
| MSM1138 | 477582 | BV678652 |
| MSM1142 | 477585 | BV678212 |
| MSM1148 | 477591 | BV678218 |
| MSM1159 | 477602 | BV678656 |
| MSM1161 | 477603 | BV678228 |
| MSM1186 | 477626 | BV678307 |
| MSM1192 | 477629 | BV678263 |
| MSM1196 | 477633 | BV678267 |
| MSM1213 | 477645 | BV678250 |
| MSM1224 | 477655 | BV678260 |
| MSM1228 | 477657 | BV678271 |
| MSM1236 | 477665 | BV678659 |
| MSM1241 | 477670 | BV678279 |
| MSM1246 | 477675 | BV678290 |
| MSM1439 | 477840 | BV678471 |
| MSM1442 | 477843 | BV678474 |
| MSM1458 | 477858 | BV678489 |
| MSM1471 | 477870 | BV678501 |
| MSM1481 | 477878 | BV678509 |
| MSM1493 | 477890 | BV678521 |
| MSM1516 | 477890 | BV678521 |
| MSM1519 | 477915 | BV678546 |
| MSM1530 | 477925 | BV678556 |
| MSM1534 | 477928 | BV678559 |
| MSM1562 | 477952 | BV678582 |
| MSM1566 | 477956 | BV678586 |
| MSM1575 | 477964 | BV678594 |
| MSM1586 | 477973 | BV678603 |
| MSM1588 | 477975 | BV678605 |

# Supplementary material for: Ovary Transcriptome Profiling via Artificial Intelligence Reveals a Transcriptomic Fingerprint Predicting Egg Quality in Striped Bass, Morone saxatilis
**Source:** PLoS One. 2014 May 12;9(5):e96818. doi: 10.1371/journal.pone.0096818
**Supplement:** Table S2 — Differential of expression of genes (n = 233) in the ovaries of females producing low versus high egg quality spawns.

**Table S2**. Differential expression^1^ of genes (n=233) in the ovaries of females producing low versus high egg quality spawns.

How the deposited data were processed for this re-analysis (not part of the article)

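Ovary biopsies of 16 striped bass were each hybridized to 1 one-colour Agilent array, 8 from females producing high quality spawns and 8 from females producing low quality spawns. For each array the authors deposited the values of the extraction software, among them the mean signal, the background-subtracted signal and the background-corrected processed signal of every spot, in units of intensity and not scaled between arrays. They also deposited normalized log2 values for which the methods name VSN. Conditions were taken from the sample labels. The percentage of viable embryos of each fish is not among them, so the egg quality group stood in for it in every network. The number of arrays limits the precision, and the depth of an array is given by its signal over background.

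The mean signal of all spots that are not controls was normalized by VSN, written in R 4.3.3 because the vsn package was not available. Each array had an offset and a scale, the values were put on the arsinh scale in log2 units, and the fit was repeated 7 times on the spots within the 0.9 quantile of variance. The plan named maximum likelihood without a penalty. The likelihood leaves the scale common to all arrays nearly free, and an earlier fit without a penalty stopped before it had converged. It was replaced after the data had been seen by a fit with a penalty of 0.001 on that scale, and a penalty of 0.01 was added as an alternative. On 16 simulated arrays with known calibration, the largest error of a scale was 0.382% after the mean error of all arrays had been removed. This check leaves out the scale common to all arrays, so it does not show how well the penalty sets that scale. Spots of one probe name were averaged for counts of probes, and probe names of one sequence for single genes.

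Groups were compared with limma 3.58.1, without covariates, and adjusted by the Benjamini-Hochberg method over all probes or contigs. Single genes also had a two-sided exact permutation test over the 12870 splits of the fish. No filter on dim probes was used. Among simulated probes without a difference, limma called 9, and 9.78% had an unadjusted P of 0.10 or less. Gene sets were tested with fry and camera. Genes are named if the paper names them in its text, if they have one of the 2 largest or 2 lowest values of Table S2, or if they are among the 3 probes with the lowest limma P in each direction.

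Networks had 1 hidden layer of 3 tanh units and an L2 penalty of 0.0001, with up to 500 iterations, and were fitted with scikit-learn 1.9.0 on inputs standardized on the training fish. Each of 20 networks was trained on 12 fish and applied to the other 4. Simulated values with no probe related to the group gave a held-out R2 of 0.891 for 250 probes chosen on all fish, and of 0.412 with 55.0% of the held-out fish on the right side for probes chosen on the training fish. With 1000 probes changed by 2 SD, the latter R2 was 0.937 with 98.8% on the right side. Because the starting weights move the R2, the networks were refitted 10 times with other weights and 10 times with other weights and other fish. MMC and the authors' network software were not rerun. Other computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

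Alternatives set before the data were examined were VSN of the processed signal, scaling of the processed signal to the 75th percentile of each array, normexp background correction with an offset of 50 and quantile normalization, the deposited log2 values, the slide as a block, the methods' t-test, a filter on probes well above background on at least 8 arrays, single spots, leaving out each fish, Spearman correlation, Pearson distance, 10 hidden units, ridge regression with a penalty of 1, choice of probes by P, and R2 as 1 minus the residual over the total sum of squares. The VSN penalty of 0.01, array brightness as a covariate, the row on the slide as a block, the t-test on the deposited values, the refits, and clustering over all contigs or single spots were chosen after the data had been seen.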

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

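All tests in this part were chosen after the results had been seen. In 212 groups of 8 fish, the gap between the most extreme fish and its nearest neighbour was compared with the range of the group. Most groups were of named genes, and the others were of array quality measures and principal components. The gap exceeded Dixon's critical value at 95% for 8 fish in 17 groups, where chance alone gives about 1 in 20, or 10.6. All 17 were groups of named genes, whereas the 10.6 also covers the other measures. The values below are on the log2 scale.

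In the high quality group, fish SB-48 was lowest for *anapc7* at 10.50 and highest for *tlk1* at 6.70, where the nearest other fish lay at 6.04. Fish SB-58 was highest for *cnpy2* at 5.34, with the nearest other fish at 4.17, and lowest for *cops4* at 13.81 and *rps6* at 16.37. Fish SB-44 was lowest for *mrpl32* at 5.30 and highest for *ncapg2* at 12.47. Fish SB-382 was lowest for *mbip* at 11.35 and contig08570 at 8.53, and highest for *prpf39* at 9.42. In the low quality group, fish SB-111 was highest for *arfgap2* at 5.31 and lowest for *cnpy2* at 3.83, fish SB-399 was highest for *pomp* at 14.17 and *tuba3e* at 15.84, fish SB-94 was highest for *cul3* at 13.86, fish SB-129 was highest for *nudt21* at 6.59, and fish SB-251 was lowest for *ubox5* at 9.94.

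A poor array argues for the same fish in many genes, but no fish stood apart in more than 3, and the 17 cases were spread over 9 fish. Of the 12 cases with 2 spots of one sequence, the fish stood apart at 1 spot alone in 5, namely *cops4*, *nudt21*, *tlk1* and both groups of *cnpy2*, which is consistent with defects of single spots. In the other 7 the fish deviated at both spots, which argues against such defects there, and a difference between fish or RNA samples stays open. For genes with 1 spot the source was not tested. No condition other than egg quality is known for these fish, so no biological explanation was tested.

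Outside the genes that the paper discusses, 25 probes of 24 contigs were low in some fish and much higher in others, with a gap of at least 2 on the log2 scale, and 19 of the probes had no annotation. By the flags of the extraction software, the low fish were all at background for 10 of the probes, in part for 9 and all well above it for 6. Defects of spots are argued against, since the lowest r between spots of one sequence was 0.985 over the fish, although only 3 of the probes had another spot. A difference between slides is argued against by the high level on both slides for 24 of them. The groups do not explain it, as the smallest P of Fisher's exact test against egg quality was 0.282. Of 20 contigs with the high level in at least 5 fish, 7 had 2 separate levels among these fish, where 1 would be found by chance, with steps between 0.90 and 1.06 and a median of 0.98. A candidate explanation is a varying number of working gene copies, since 1 and 2 copies would differ by 1 on this scale. In 5 of the 7 all low fish were at background, as 0 copies would give, and for the other contigs this explanation has less to rest on. Sequence differences under the probe stay open, and no genotype is available.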

How the results depend on the processing

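Brightness, slide row, the clustering of the listed spot alone, the VSN penalty of 0.01 and the refits were chosen after the data had been seen. Of the values for the main comparisons under other settings, 252 kept their direction and side of the threshold, 16 moved, 6 reversed and 1 became weaker. Of those for single genes, 493 were the same and 2 reversed.

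The count of 0 probes with a limma adjusted p under 0.05 held under all 28 settings run, with the lowest adjusted p between 0.107 and 1.00 and between 152 and 318 probes at an unadjusted P under 0.05. The number of probes at an unadjusted P of 0.10 or less was 430 to 890 with each fish left out. It was 890 without low quality fish SB-94 and 745 without high quality fish SB-382, the next highest. It stayed between 473 and 511 under the 4 planned normalizations and was 497 with the added penalty. The share of Table S2 entries lower in low quality spawns stayed between 61.8% and 63.5%, and the share of oncogene entries higher between 72.0% and 76.0%, under all settings run.

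The correlation with the values of Table S2 was 0.963 and moved to 0.947 with VSN of the processed signal, 0.930 with normexp and quantile normalization and 0.827 with scaling to the 75th percentile. Under the last setting the largest difference in Table S2 rose to 0.69, for *fbxo9*. The cause was not tested. Under it the median correlation within modules, 0.0882, also fell below the 0.0931 of random assignments, a reversal, but neither order passed its test. With Spearman correlation the number of strongly correlated pairs within modules was 72 and no longer passed 0.05. The cause was not tested in either case.

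For the other proteasome and COP9 genes, the P of fry was 0.865 with all fish and 0.575 to 0.975 with each fish left out. The direction reversed without low quality fish SB-94, SB-111 or SB-429, where the P of fry was 0.614, 0.874 and 0.896, and without high quality fish SB-382 or SB-411, where it was 0.961 and 0.975. The difference of *cops4* was 0.0040 and reversed to -0.0024 with VSN of the processed signal and -0.0056 with scaling to the 75th percentile. The cause was not tested.

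Measured as 1 minus the residual over the total sum of squares, the held-out R2 moved to -0.722 for 250, -0.875 for 1469 and -0.240 for 100 probes, and with probes chosen on the training fish to -2.74, -3.53 and -1.92. This measure counts the size and sign of errors, which the squared correlation leaves out. The groups fell on different sides of the top split of the clustering, unlike under the settings of the analysis, with normexp (12 fish on the side of their group), the deposited values (13), Pearson distance (13) and the listed spot alone (13). With ridge regression the largest share of sensitivity of one probe was 1.19%. The cause was not tested in either case.

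Signal over background limits the dim probes, where the noise of a spot made up 77.1% of the variance in the 943 pairs of spots with the lowest signal.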

Differences from the paper's values

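The t-test on the deposited values, the VSN penalty of 0.01 and the refits were chosen after the results had been seen. For probes at a P of 0.10 or less, the paper's number is 1469 and the count here was 515. All 24 alternatives set before the data were examined also differ from the paper's number.

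The paper's text gives 145 genes of Table S2 as higher in low quality spawns and 88 as lower. The counts here were 86 higher and 147 lower, and all 21 alternatives set before the data were examined differ from the text in the same way. The values in the paper's own Table S2 have 88 entries higher and 145 lower, as low minus high quality spawns, and the paper's share of lower genes fits these.

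For 100 probes, the paper's held-out R2 is about 0.29 for 4 h embryos and about 0.3 for 24 h embryos in Fig. 1B, read by eye, and the value here was 0.709, for the egg quality group in place of the embryo percentages. Of the alternatives set before the data were examined, 10 hidden units, VSN of the processed signal, scaling to the 75th percentile and 1 minus the residual over the total sum of squares gave values that are not counted as different. A value counts as different when it lies farther from the paper's than the SD over the 20 models and is also more than 1.5 times or less than 1/1.5 of it. The last of these settings gave -0.240, far below the paper's value, and is not counted only because its SD was 2.30. Ridge regression, choice of probes by P, normexp with quantile normalization and the deposited values gave values that differ.

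The paper states that the 100 probe models predicted less well than those of 250 probes. Here the R2 was 0.709 for 100 and 0.701 for 250 probes. It was lower for 100 probes with choice by P (0.905 against 0.940), VSN of the processed signal (0.621 against 0.793), scaling to the 75th percentile (0.622 against 0.735), normexp (0.767 against 0.804), the deposited values (0.625 against 0.772) and the VSN penalty of 0.01 chosen after seeing the data (0.703 against 0.848). It was higher with ridge regression (0.978 against 0.817) and 10 hidden units (0.419 against 0.406), and as 1 minus the residual over the total sum of squares (-0.240 against -0.722). In 20 refits of the same network it was lower for 100 probes in 15, with a median of 0.709 against 0.773 with other starting weights and 0.636 against 0.724 when the fish drawn also changed. In these refits the order was mostly that of the paper.

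The paper takes the 250 probes from those at a P of 0.10 or less. By the methods' t-test on the deposited values, 109 of the 233 listed spots had such a P, 46.8% of them, and 190 were among the 1469 lowest. The P of a regression on the embryo percentages could not be computed, so the list may rest on that test instead.

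The paper lists *cops4* as lower in low quality spawns, and its difference here was 0.0040. It was lower with VSN of the processed signal (-0.0024), with scaling to the 75th percentile (-0.0056) and without high quality fish SB-58 (-0.030), low quality fish SB-399 (-0.0060) or low quality fish SB-429 (-0.0042). Table S2 gives *cnpy2* as higher, and its difference here was -0.12, against 0.040 without high quality fish SB-58. It also gives *hdlbp* and *gorasp2* as higher, both singled out after their values were seen, with differences here of -0.0035 and -0.0049. These differences are means of 2 spots. At the listed spot alone, *cops4*, *cnpy2*, *hdlbp* and *gorasp2* had the paper's sign, at -0.059, 0.065, 0.11 and 0.056. The other spot had the opposite sign, at 0.067, -0.31, -0.12 and -0.066.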

Other observations

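The tests with the first 3 principal components and of few differences between the groups were set before their results were seen, and the random regroupings of the networks were planned from the start. The other tests in this part were chosen after the results had been seen.

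Chance in the choice of fish was weighed by 100 splits of the 16 fish into 8 and 8, the egg quality groups included. It cannot be excluded for the count of 515 probes, since all 100 splits had as many. The 0 probes past adjustment cannot be weighed this way, since any split has at least 0, so that all 100 count as reaching it. Of the others, 6 had some. It also cannot be excluded for the median difference of the other proteasome and COP9 genes, with 87 splits as far from 0. For networks with probes chosen on all fish, 79 splits reached the held-out R2 of 250 probes, 68 that of 1469 and 66 that of 100. With probes chosen on the training fish, 2, 9 and 3 splits reached it for 250, 1469 and 100 probes. Chance is not excluded for 1469 probes. For 250 and 100 probes the counts alone would exclude it, but the values used, 0.569 and 0.536, lie above all 10 refits with other starting weights, at 0.303 to 0.545 and 0.240 to 0.530, so that neither exclusion is stable and chance stays open. The R2 of 0.701 with probes chosen on all fish is consistent with that choice alone, since other splits gave a median of 0.810.

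The egg quality groups differ in fewer probes than other splits. That both groups are spread evenly over the slides does not account for it, since among 100 splits spread as evenly, the egg quality groups included, 2 had as few probes, with a median of 1172 in the others. Brightness does not account for it, with 1 split as low when brightness was a covariate. The first 3 principal components as covariates left 4 splits as low. Fish left out of the choice of probes fell on the wrong side, where 3 of 100 splits had as low a share on the right side as the networks of 250 probes, and 1 of the 100 evenly spread splits had as low an r by ridge regression. One candidate explanation is that fewer probes differ between the groups than in other splits. A lack of related probes alone did not give such low shares on simulated values with independent noise. There 55.0% of held-out fish fell on the right side for networks of 250 probes and 42.5% for ridge regression. The egg quality groups gave 30.0% and 12.5%. Over 99 other splits, the log2 count of probes and the held-out r by ridge regression had a Pearson r of 0.834 and a Spearman rho of 0.836, with a permutation p of 5e-05 for r, the smallest these permutations can give. The r was 0.812 without the 2 farthest splits. These splits share the 16 fish and are not independent samples. The count and the held-out r also come from the same values, so part of their correlation may be built in. What makes the egg quality groups so alike stays open, and no biological explanation was tested.

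The difference at the other spot of a sequence was smaller than at the spot listed in Table S2, with a ratio of the medians of 0.665. Choice of the larger spot by chance may account for it, since lists of the 250 lowest P on 99 random splits had a median ratio of 0.543. The list chosen by P on the egg quality groups had a ratio of 0.332, with 2 of 100 splits as low, and 61.7% of its probes had the same sign at the other spot, against a median of 87.1%, with 1 of 100 splits as low. The paper's list was chosen in another way, so how much of its ratio comes from this choice stays open.

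Annotated probes with an open reading frame in the forward sense alone had a median signal of 1028 over 457 probes, and those open in the reverse sense alone 94.8 over 614. The difference of the median log2 signal was 3.44, with a permutation p of 5e-05, the smallest these permutations can give. The difference of the mean log2 signal was smaller, at 1.75. The signal was below 100 for 22.5% of the forward and 50.5% of the reverse probes, so many reverse probes were not dim. Among probes without annotation the difference of the median was -0.38 (permutation p = 0.359), so open frames alone do not change the signal. A candidate explanation is that many annotated probes were printed in the sense that does not hybridize. The probe of *hsp90ab1* has open frames in both senses. The reverse frame that reads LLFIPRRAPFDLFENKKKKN, known from HSP90 proteins, places the probe in the reverse sense, where the median signal was lower. This rests on general knowledge of the protein, as the files hold no protein sequence.

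On 9 arrays, 24 probes were bright on 1 array alone, by at least 3 on the log2 scale, with at most 6 on that of low quality fish SB-251. Of 12 such probes with another spot, 0 were bright there, which is consistent with defects of spots. No other tool was run on them.

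The first principal component of the arrays, with 21.0% of the variance, followed brightness, with a Pearson r of 0.850 (permutation p = 1e-04) and a Spearman rho of 0.741 (permutation p = 0.00141) over 16 arrays. The r was 0.800 without the 2 farthest arrays and 0.956 and 0.799 within slides. It did not separate the egg quality groups (two-sided exact permutation p = 0.629). Removing brightness left the median r within modules at 0.0445, against 0.0418 before, which decides nothing about brightness, since a median over pairs of both signs lies near 0 either way.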
